# Sox9 is required for prostate development and prostate cancer initiation

**DOI:** 10.18632/oncotarget.531

**Published:** 2012-07-02

**Authors:** Zhenhua Huang, Paula J Hurley, Brian W Simons, Luigi Marchionni, David M Berman, Ashley E Ross, Edward M Schaeffer

**Keywords:** Sox9, prostate, development, cancer, initiation

## Abstract

Prostate cancer is one of the most common malignancies and the second leading cause of death from cancer in men. The molecular mechanisms driving prostate carcinogenesis are complex; with several lines of evidence suggesting that the re-expression of conserved developmental programs plays a key role. In this study, we used conditional gene targeting and organ grafting, to describe conserved roles for the transcription factor Sox9 in the initiation of both prostate organogenesis and prostate carcinogenesis in murine models. Abrogation of Sox9 expression prior to the initiation of androgen signaling blocks the initiation of prostate development. Similarly, Sox9 deletion in two genetic models of prostate cancer (TRAMP and Hi-Myc) prevented cancer initiation. Expression profiling of Sox9-null prostate epithelial cells revealed that the role of Sox9 in the initiation of prostate development may relate to its regulation of multiple cytokeratins and cell adherence/polarity. Due to its essential role in cancer initiation, manipulation of Sox9 targets in at-risk men may prove useful in the chemoprevention of prostate cancer.

## INTRODUCTION

Prostate organogenesis is initiated when androgen signaling induces epithelial proliferation, invasion, and bud formation. Mapping of the precise androgen-initiated programs of early prostate growth has illuminated roles for many conserved developmental programs[1] and implicated the reactivation of them in malignant prostatic growth[2, 3].

Sox9 is a developmental transcription factor vital for the regulation of sex determination[4], cartilage development[5], intestinal differentiation[6] and adult progenitor cell pool maintenance[7, 8]. We identified Sox9 as one of the earliest molecules expressed in the primordial prostate[1], predating even the expression of Nkx3.1, a transcription factor and classical marker of prostate lineage. Sox9 is embryonic lethal and thus prior studies have utilized an Nkx3.1 driven Cre-recombinase to conditionally deleted Sox9 in the prostate. This conditional deletion of Sox9 demonstrated a requirement for Sox9 in ventral prostate differentiation[9], implying a functional role for Sox9 in prostate development.

Herein, we demonstrate that Sox9 expression precedes and modulates expression of Nkx3.1. We utilized a tamoxifen (TAM)-inducible ERCre-Sox9^flox/flox^ conditional knockout system[10] and prostate organ grafting[11] to precisely delete Sox9 throughout development and adulthood. With this approach we demonstrate a requirement for Sox9 in the initiation of prostate organogenesis and define a role for Sox9 in progenitor cell maintenance. In sum, we identify Sox9 as a critical mediator of the prostate epithelial lineage.

Given the key role of Sox9 in the initiation of prostate organogenesis and the observation of high Sox9 levels in premalignant prostatic intraepithelial neoplasia (PIN) lesions in human prostate cancers[1], we investigated whether Sox9 was also integral to prostate cancer initiation. Utilizing the same TAM-inducible, organ-grafting system in combination with two genetic models of prostate cancer, we found that loss of Sox9 blocked cancer formation in both the TRAMP and Hi-Myc model systems. Together, these studies implicate Sox9 as a critical factor required for the initiation of prostate organogenesis and carcinogenesis and highlight an opportunity to develop therapies directed at Sox9 and its targets.

## RESULTS

### Sox9 expression occurs earlier than Nkx3.1 in the developing prostate

In investigating the androgen-initiated programs of prostate development, we identified Sox9 induction in early prostate organogenesis[1]. By 16 days post-conception (dpc) in the mouse and 10 weeks in the human, initiation of prostatic development occurs[12]. In response to circulating androgen, Sox9 mRNA and protein are induced (Fig.1A, Supplemental Fig. 1). At 16.5-dpc, Sox9 is diffusely expressed in UGS epithelial (UGE) cells while Nkx3.1, another early marker of prostate induction, is expressed in only a limited number of UGE cells (Fig.1B). Serial sectioning and staining suggests a sub-population of epithelial cells co-express Sox9 and Nkx3.1 (Fig.1B). By 18.5-dpc, Sox9 is enriched at the tips of invading epithelial buds (Fig.1B). In adult mouse prostate, Sox9 is expressed in both basal and luminal epithelial cells (Fig.1C) with the proximal prostate lobes expressing higher Sox9 levels than the distal tubules (Supplemental Fig. 2B). Sox9 is predominantly expressed in basal cells in the adult human prostate as determined by co-localization with the basal cell marker p63 (Fig. 1D). Rare/occasional Sox9 positive cells can be seen in the luminal compartment of the human prostate (Supplemental Fig. 2C). Sox9 protein expression in the mouse is enriched during prostate regression following castration (Supplement Fig. 2A,B) Overall, these data suggest very early, androgen-mediated induction of Sox9 in the developing prostate.

**Figure 1:**
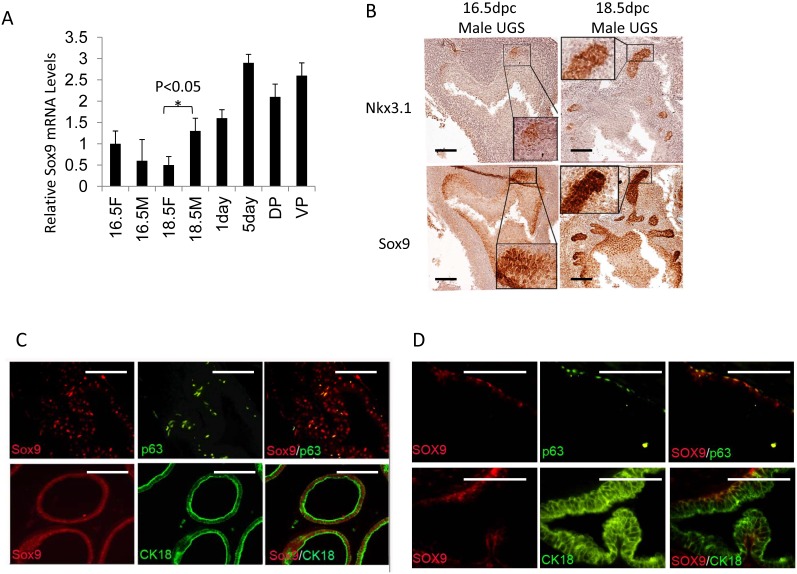
Sox9 and Nkx3.1 expression in UGS and adult prostate A. Sox9 mRNA levels in male (M) and female (F) UGS at different ages (16.5F or 16.5M =16.5-dpc female or male UGS, 18.5F or 18.5M =18.5-dpc female or male UGS, 1day or 5day=1 or 5 day prostate, DP=adult dorsal prostate, VP=adult ventral prostate). B. Sox9 and Nkx3.1 expression in male UGS at different ages. C/D. p63 (green), CK18 (green), Sox9 (red) expression in adult mouse (C), and adult human prostate (D) as detected by IF. Scale bars = 100μM.

### DHT increases Sox9 expression in the UGS by up-regulation of FGF2 in the UGM and subsequent activation of Erk1/2

Sox9 expression in UGS is induced in the presence of androgen but it is less clear whether its expression is controlled directly or involves additional paracrine growth pathways (Fig. 2A). Indeed, Sox9 expression does not change upon exposure of UGE to DHT (Fig. 2B,C), suggesting that paracrine growth factors released from the UGM upon androgen stimulation may be responsible for Sox9 induction. To determine which ligands mediate this, we examined the ability of multiple growth factors to induce Sox9 in the UGE. FGF2 significantly increased Sox9 mRNA and protein levels in the UGE (Fig. 2B,C). Accordingly, inhibition of the FGF receptor signaling attenuated DHT induced Sox9 expression (Fig. 2A). Consistent with a paracrine signaling model of androgen-induced Sox9 expression mediated by FGF2, we observed DHT-initiated induction of FGF2 and FGF binding protein (FGFBP) in the UGM (Fig. 2D). In addition, while DHT-containing UGM conditioned media could induce Sox9 expression in UGE, this was attenuated in the presence of an FGF2 blocking antibody (Fig.2C). Together this implies that androgens mediate UGM induction of FGF2 with paracrine up-regulation of Sox9 in the UGE. To elucidate pathways downstream of FGF2 induced Sox9 expression, we cultured UGS in the presence of inhibitors of MEK, p38, JNK and AKT. Of these, only MEK inhibition abrogated Sox9 expression (Fig.2E). To compliment this, we infected UGE cells with retroviruses expressing active forms of RAS, MEK or AKT. Sox9 induction was seen with activated RAS and MEK, but not AKT (Fig.2F). Concordant with these findings, incubation of UGE with FGF2 (but not FGF7 or 10) activated the MAP kinase pathway as assayed by Erk1/2 phosphorylation (Fig 2G). Together, this supports that early in prostate organogenesis, androgen induced mesenchymal FGF2 regulates Sox9 induction in the UGE through the Erk1/2 pathway.

**Figure 2:**
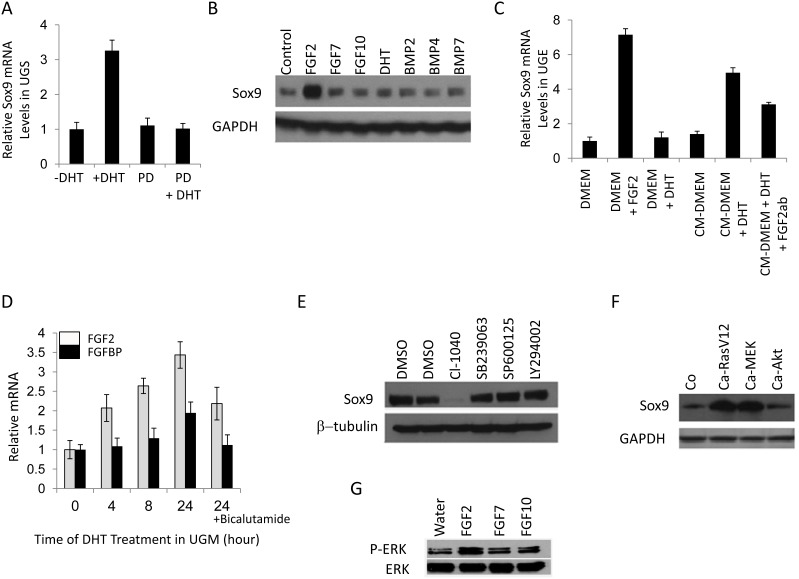
Sox9 expression in UGS is regulated by DHT and fibroblast growth factor receptors (FGFRs) A. DHT induced Sox9 mRNA in UGS is dependent on FGFR. 16.5-dpc male UGS were maintained in organ culture with or without 10^−8^ M DHT and 10 μM PD173074 (PD, an FGFR inhibitor) for 24 hours. The mRNA levels were then evaluated by RT-PCR. B. FGF2 significantly increases Sox9 protein in mouse UGE, which was isolated and cultured as described in Methods. UGE were incubated in UGE medium without growth factors for one day, and then various growth factors were added into the medium. Two days later, the treated cells were analyzed by immunoblotting. C. Conditional medium from UGM containing DHT induces Sox9 mRNA in UGE. Isolated mouse UGE cells were cultured with UGE medium for three days and with DMEM without growth factors for another day. UGE cells were incubated with different media for 18 hours, and then Sox9 mRNA levels in treated cells were analyzed by RT-PCR. CM-DMEM, conditional medium for UGM without DHT; CM-DMEM-DHT, conditional medium for UGM with DHT; Fgf2ab, Fgf2 antibody. D. DHT induces Fgf2 and FgfBP in UGM. UGM isolated from 16.5-dpc UGS were cultured in UGM medium as described in Methods. After incubation in serum-free medium for one day, UGM cells were treated with DHT for different times. The Fgf2 and FgfBP mRNA levels of treated cells were analyzed by RT-PCR. E. Sox9 protein expression in UGS is regulated by Erk. Male UGS (16.5-dpc) were isolated and organ cultured in CI-1040 (MEK inhibitor), SB239063 (p38 inhibitor), SP600125 (JNK inhibitor), or LY294002 (Akt inhibitor) for 48 hours, and then analyzed by immunoblotting. F. Constitutively activated RAS (Ca-RasV12) and MEK (Ca-MEK) but not Akt (Ca-Akt) up-regulate Sox9. UGE cells were infected with retroviruses expressing constitutively activated RAS, MER, and Akt. Three days later, the cells were analyzed by immunoblotting. G. UGE cells were starved for 1 day in UGE medium without growth factors and were then incubated with FGF2, FGF7 FGF10. 16 hrs later, the cell lysates were analyzed by immunoblotting for total and phospho-Erk1/2.

### Sox9 is essential for prostate initiation in organ culture

Mice deficient in Sox9 are embryonic lethal, thereby limiting their use to examine prostate development. Utilizing a prostate epithelia-specific Nkx3.1 promoter to drive Cre recombinase, others have described a partial defect in prostate development upon Sox9 loss(9). Because we noted earlier and stronger expression of Sox9 than Nkx3.1 in UGS (Fig.1B), we considered the possibility that Sox9 has an earlier and more essential role in prostate development than previously appreciated. To delete Sox9 at the earliest, inductive phases of prostate development (14.5-16.5-dpc) when UGS tissue expresses androgen receptor and is responsive to androgen, we combined renal grafting of UGS tissues[13] with a TAM-inducible ERCre system[10]. These ERCre^+/+^Sox9^flox/flox^ (ER-Sox9^flox/flox^) mice allow for deletion of Sox9 during multiple phases of prostate development and adulthood with a low dose of TAM that does not affect the prostate[14].

In culture, androgens can induce prostate organogenesis in 14.5-dpc male UGS with the formation of prostate buds (Fig.3A). However, when Sox9 was deleted with TAM, 14.5-dpc male ER-Sox9^flox/flox^ UGS failed to initiate prostate organogenesis (Fig. 3A).When Sox9 expression was abrogated in older (16.5-dpc) tissue, after *in vivo* exposure to endogenous androgen from the testes had occurred, small numbers of prostate buds appeared (Fig. 3B). To confirm that the small degree of bud formation was from endogenous androgen, we cultured androgen-naïve 16.5-dpc UGS from genotypic females since they possess androgen receptors and are androgen responsive. In these tissues, Sox9 deletion inhibited prostate initiation as seen in 14.5-dpc UGS (Fig.3C). Together, these results suggest that the requirement for Sox9 in prostate organogenesis occurs prior to the onset of androgen exposure. To further explore the relationship between Sox9 expression and androgen exposure, we cultured the 14.5-dpc UGS in different temporal combinations of TAM and DHT. Budding was abrogated only when Sox9 expression was deleted prior to androgen exposure (data not shown). Similarly, in post natal day1 prostate tissue, where androgen exposure has occurred *in utero*, bud elongation occurs but is attenuated (Fig. 3D). Thus prior to androgen exposure, Sox9 plays an essential role which allows for the initiation of prostate organogenesis.

**Figure 3:**
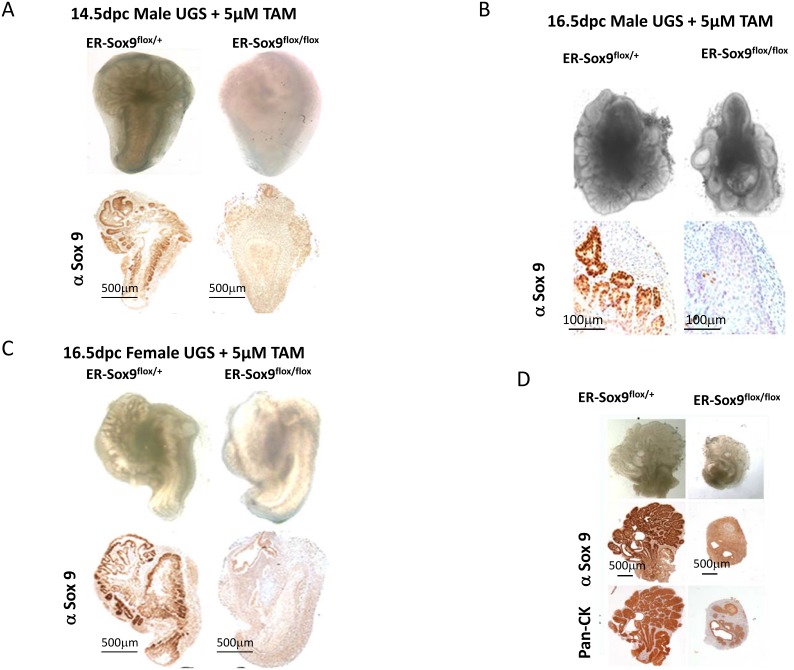
Sox9 is essential for prostate budding A-C. Sox9 is essential for prostate initiation. Male (14.5-dpc) (A), male (16.5-dpc) (B), and female (16.5-dpc) (C) ER-Sox9^flox/+^ or ER-Sox9^flox/flox^ UGS were cultured in organ culture medium with 5 μM TAM and DHT. On the 10^th^ day, the UGS were imaged, processed, and examined by IHC for Sox9 expression. D. Sox9 mediates prostate branching. Ventral prostates were isolated from day-1 postnatal ER-Sox9^flox/+^ and ER-Sox9^flox/flox^ mice, and cultured with 5 μM TAM. After 10 days, the prostates were imaged and examined by IHC for Pan-CK and Sox9 expression. Scale bars = 100μM, unless otherwise noted.

### Sox9 is required for UGS development in vivo

Renal grafting of UGS tissue parallels normal *in vivo*, *in situ* prostate development and allows for a longitudinal assessment of prostate development and subsequent maturation in mice with genetically lethal mutations[15]. We combined renal grafting with a TAM-inducible conditional knockout to investigate the functions of Sox9 in later phases of prostate development. ER-Sox9^flox/flox^ and ER-Sox9^flox/+^ UGS were first treated in organ culture with TAM to delete Sox9 and then grafted under the renal capsules of SCID mice. After two months, Sox9-null UGS from 14.5-dpc male (Fig.4A) and 16.5-dpc female UGS (Fig. 4B) failed to develop into prostatic tissue, whereas similarly aged heterozygous ER-Sox9^flox/+^ UGS exposed to similar conditions differentiated into normal prostatic tissue (Fig. 4A, 4B). Consistent with the culture observations (Fig. 2B), male 16.5-dpc ER-Sox9^flox/flox^ UGS grafts exhibited an intermediate phenotype in which a small amount of normal prostate tissue developed with normal expression of the prostate markers Nkx3.1, p63, CK18 and androgen receptor (AR) (Fig.4C, Supplemental Fig 3). In androgen-naïve UGS grafts, IHC staining demonstrated complete Sox9 deletion and loss of Nkx3.1 and Ck18, but not AR or the basal cell marker p63 (Fig. 4A, 4B, Supplemental Fig 3). Thus, in the androgen-naïve state, Sox9 expression is required for the induction of androgen-mediated prostate organogenesis. Once androgen exposure occurs, this requirement for Sox9 is lifted, suggesting that Sox9 acts to direct development of the prostate epithelial lineage.

**Figure 4:**
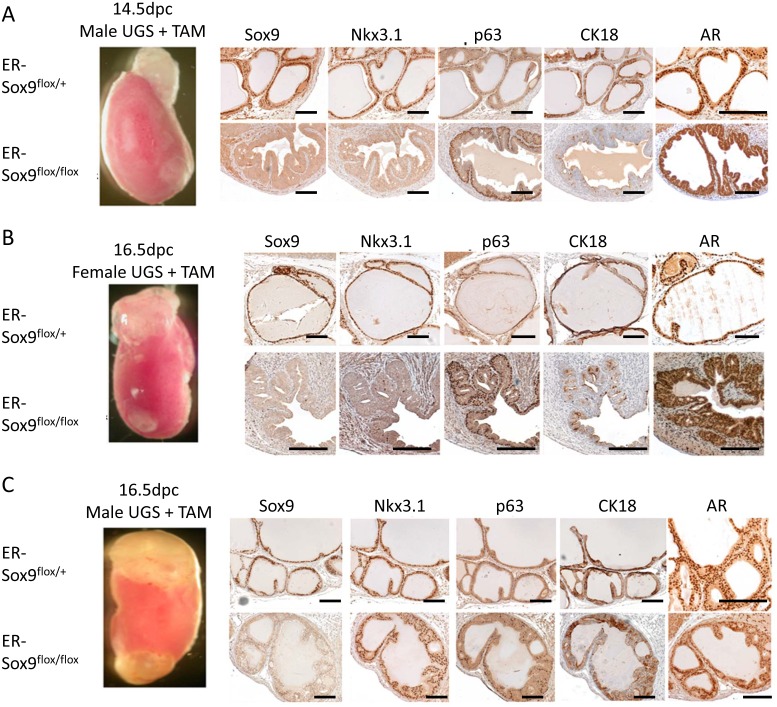
Sox9 is required for prostate differentiation in vivo A-C. Male (14.5-dpc) (A), male (16.5-dpc) (B), and female (16.5-dpc) (C) ER-Sox9^flox/+^ and ER-Sox9^flox/flox^ UGS were incubated in organ culture with 5 μM TAM and 10^−8^ mM DHT for 7 days and then grafted into the kidneys of SCID mice. After two months, the grafts were examined by IHC for Sox9, Nkx3.1, p63, and CK18 and AR expression (A-C). Scale bars = 100 μM

### Sox9 is necessary for prostasphere formation and self-renewal

Sphere-forming cells represent a subset of stem/progenitor cells necessary for normal differentiation and/or carcinogenesis in many tissues, including prostate[16]. Wild-type and ER-Sox9^flox/+^ prostate epithelial cells retained the ability to form prostaspheres even in the presence of TAM (280±45) (Fig. 5A and B). In contrast, Sox9 deficient epithelial cells formed very few spheres compared to Sox9^flox/+^ epithelial cells ~4% (12±4 spheres). Prostasphere regeneration, which can occur over multiple generations, has been used to identify the regenerative potential of prostate epithelial cells. While Sox9 deficient prostaspheres remained viable (Supplemental Fig.4), they were not capable of self renewal (Fig.5C). In addition, Sox9-null prostaspheres completely lost the ability to develop into prostate glands *in vivo* (Fig.5D). These observations identify a critical requirement for Sox9 in prostate stem cell maintenance and differentiation.

**Figure 5:**
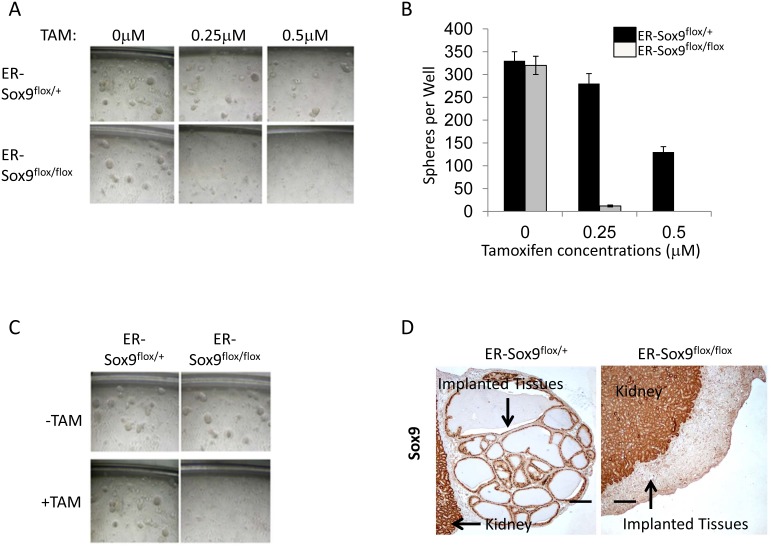
Sox9 is required for prostasphere formation, self-renewal in vitro, and regeneration in vivo A-B. Sox9 is necessary for prostasphere formation. Prostate epithelial cells from ER-Sox9^flox/+^ or ER-Sox9^flox/flox^ adult mice were cultured in matrigel with or without TAM. On the 10th day, images of prostaspheres were acquired (A) and the colonies of prostaspheres (>40 μm) were counted (B). C. Sox9 is indispensable for prostasphere self-renewal. Ten-day first-generation prostaspheres were treated with or without TAM. passaged to form second-generation prostaspheres and imaged ten days later. D. Sox9 is essential to regenerate into prostate tubules *in vivo*. Ten-day, TMA-treated, first-generation prostaspheres were digested/implanted with UGM into renal capsules. Grafts were examined 2 months later and stained Sox9 expression with IHC. Formation and renewal assays were carried out 5 times.

### Sox9 is dispensable in adult prostate maintenance

Because systemic Sox9 deletion is lethal in embryogenesis[17] and adulthood, we investigated the role of Sox9 in the maintenance of the prostate. Specifically, we implanted ER-Sox9^flox/flox^ and ER-Sox9^flox/+^ UGS under the renal capsules of SCID mice and two months later, after normal development had occurred, deleted Sox9. After 5 months the glands were histologically similar, expressed normal prostate markers and weighed equivalent amounts (0.25±0.04 mg vs 0.26±0.03) (Supplemental Fig. 5). These data indicate that Sox9 is not required to maintain a mature prostate gland.

### Sox9 is required for Nkx3.1 re-expression in regenerating adult prostates

Prostate glands retain the ability to regenerate after androgen ablation-a process postulated to depend on a subset of epithelial cells with regenerative potential and signals from their stromal microenvironment[16, 18]. To determine whether Sox9 participates in prostate regeneration, we implanted sets of ER-Sox9^flox/flox^ and ER-Sox9^flox/+^ UGS under contra-lateal renal capsules of SCID mice. Following grafting, mice were castrated, given TAM to ablate Sox9 expression, and then cycled for four rounds of prostate regression-regeneration (Fig. 6A). The Sox9-null regenerated tissues were slightly smaller than their controls (0.20±0.07mg vs 0.24±0.07mg, Fig.6B) but not significantly (p=0.09). Consistent with the normal castration process[19], Nkx3.1 expression was lost after castration in both ER-Sox9^flox/flox^ and ER-Sox9^flox/+^ grafts (Fig. 6C). While Nkx3.1 expression was restored in ER-Sox9^flox/+^ tissues upon androgen re-exposure, Sox9-null tissues failed to express Nkx3.1 after 4 rounds of androgen cycling (Fig. 6C). Otherwise, the regenerated Sox9 null glands had a normal distribution of prostate epithelial cell markers (AR, Ck18 Ck5 and p63) (Fig.6C, Supplemental Fig6). In sum, when the epithelial-stromal relationship is preserved in the mature prostate, regeneration is not grossly affected by the loss of Sox9. Although Nkx3.1 re-expression was lost, we detected no additional abnormalities over the 10 months.

**Figure 6:**
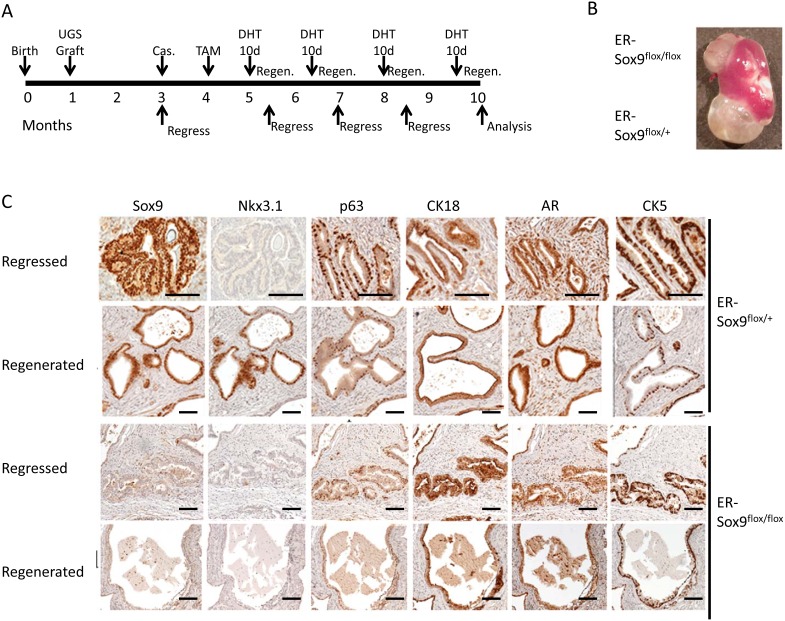
Sox9 is dispensable for adult prostate regeneration A. Timeline for serial prostate regression-regeneration assay in castrated mice. Castration regeneration experiments were carried out with seven sets of UGS grafts. Both ER-Sox9^+/+^ and ER-Sox9^flox/+^ tissue were used as controls with no difference seen. Castration regeneration was also carried out for two rounds of hormone replacement with subcutaneous (vs oral) DHT (50mg/kg) with yielded similar results (Data not shown). B. Gross images of grafts after 10 months. C. Cycled grafts were examined for Sox9, Nkx3.1, p63, CK18, AR, and CK5 expression by IHC. Scale bars = 100 μM

### Sox9 is required for prostate carcinogenensis in animal models

Embryonic programs can be reactivated in cancers, with some postulating that a subset of undifferentiated cells with stem cell properties may drive oncogenesis[20]. Given the role of Sox9 in the initiation of prostate organogenesis, we sought to determine its role in the initiation of prostate carcinogenesis.

The transgenic adenocarcinoma of the mouse prostate (TRAMP) model is a well-established model which exhibits remarkable similarities to human prostate cancer[21]. Precancerous mPIN lesions develop beginning around 4 months and by 8 months are replaced by invasive adenocarcinoma[21] (Supplemental Fig.7). In mPIN lesions, we detected high levels of Sox9 expression that declined as invasive tumors developed (Supplemental Fig.7) which mimicked our observations in human prostate cancer cases[1]. Thus to explore the role of Sox9 in prostate carcinogenesis, we deleted Sox9 in TRAMP prostates using the Probasin-Cre4 transgene but noted incomplete abrogation of Sox9 expression (Supplemental Fig.8). Therefore, to obtain complete deletion, we generated TRAMP-ER-Sox9^flox/flox^ and TRAMP-ER-Sox9^flox/+^ prostate grafts in SCID mice. To control for any unforeseen side effects of limited TAM exposure, TRAMP-ER-Sox9^flox/+^ and TRAMP-ER-Sox9^flox/flox^ prostates were implanted in the same mice in contra-lateral kidneys.

In this system, grafted prostates developed mPIN and invasive cancer lesions along a timeline similar to prostates in TRAMP mice. 1.5 months after grafting, mice were exposed to TAM and aged 10 months (Supplemental Fig.9-T1). Whereas all 6 TRAMP-ER-Sox9^flox/+^ prostates developed into invasive adenocarcinoma (Fig.7A), the 6 TRAMP-ER-Sox9^flox/flox^ prostates retained normal prostate glandular structure with p63-positive and Sox9-negative expression (Fig.7A). Wet weights of prostate tissues from TRAMP-ER-Sox9^flox/+^ were greater than those from TRAMP-ER-Sox9^flox/flox^ tissues (2.9±0.5 gm vs 0.25±0.1 gm respectively, p=0.01) (Fig.7A). The tissues from the TRAMP-ER-Sox9^flox/flox^ grafts expressed SV40 large T antigen, confirming the appropriate genotype (Fig.7A). In sum, the (early) absence of Sox9 expression in the prostate prevents progression to mPIN and cancer in the TRAMP model.

**Figure 7:**
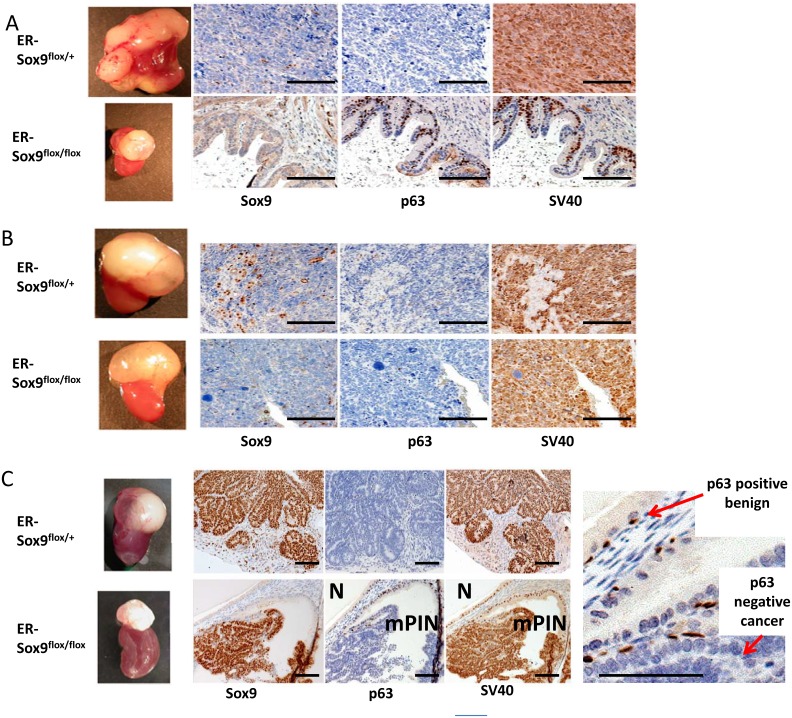
Sox9 is essential for prostate cancer initiation A. Sox9 deletion (early) before the development of mPIN inhibits prostate carcinogenesis in the TRAMP model. 6 pairs of TRAMP prostate grafts grown under the renal capsule of SCID mice were treated with TAM 1.5 months after grafting and 8 months later weighed, processed and examined for Sox9, p63, and SV40 expression by IHC. B. Sox9 deletion (late) after the development of mPIN does not prevent prostate carcinogenesis in the TRAMP model. 5 pairs of TRAMP grafts were grown for 3 months, treated with TAM and weighed, processed and examined by IHC 7 months later. C. Early, incomplete Sox9 deletion resulted in hybrid Sox9 glands with both normal and mPIN/cancer architecture. Sox9 null glands expressed p63 and were normal (N) while Sox9 positive glands lacked p63 expression and resembled mPIN/cancer (mPIN). Scale bars = 100 μM

To determine whether carcinogenesis could be abrogated at later time points, we delayed Sox9 deletion until after the development of mPIN (around 4 months following implantation) (Supplemental Fig.9-T2). With this, invasive adenocarcinoma occurred in both TRAMP-ERCre-Sox9^flox/flox^ and TRAMP-ER-Sox9^flox/+^ tissues (at 7 months in 5 sets of grafts (Fig.7B)). The tumors were histologically indistinguishable with a mean size (1.8±0.3 vs 2.14±0.6) that was not different (p=0.07) (Fig.7B). Together, this suggests that Sox9 deletion after mPIN initiation cannot prevent progression from mPIN to invasive carcinoma.

Interestingly, in hybrid glands (generated with low dose TAM exposure), tumors consistently appear but are slightly smaller. Sox9-negative cells retained normal architecture and remained p63-positive while Sox9-positive cells histologically resembled mPIN and were p63-negative (Fig. 7C, Supplement Fig.9-T3). Thus Sox9 is necessary for the initiation of prostate cancer in TRAMP mice.

To determine if Sox9 is necessary for cancer initiation in other models prostate cancer, we generated Hi-Myc prostates conditionally deficient for Sox9 expression. In Hi-Myc mice, mPIN lesions develop at around 4–6 months and progress to invasive cancers at around 6–8 months[22]. We assessed the role of Sox9 in Hi-Myc prostate carcinogenesis through renal grafting as described above. Sox9 deletion prevented mPIN/tumor formation in Hi-Myc prostates in contrast to Sox9 expressing glands which all developed invasive cancer (Supplemental Fig.9-T4, 10).

### Sox9 targets in prostate epithelial cells are enriched for multiple keratins and calcium-related genes

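Prostaspheres, which are spheres of prostate epithelial cells grown in culture, gave the RNA that was hybridized to 2 Agilent whole mouse arrays on 1 slide. Each array held 2 RNAs, one labeled with Cy5 and one with Cy3. ER-Sox9flox/flox cells carry floxed Sox9 and a Cre recombinase that tamoxifen (TAM) activates. On the first array, called the genotype comparison here, wild-type cells treated with TAM (Cy5) were set against ER-Sox9flox/flox cells treated with TAM (Cy3). On the second array, the treatment comparison, ER-Sox9flox/flox cells treated with vehicle (Cy5) were set against ER-Sox9flox/flox cells treated with TAM (Cy3). The deposited labels give a TAM concentration of 5 µM, 6 days before treatment and 6 days of treatment, and name epithelium from the UGS of embryos at 16 dpc as the source, whereas the methods describe the prostasphere assay with adult prostate tissue. Every log2 ratio given is Sox9-expressing RNA over Sox9-deleted RNA, with the 2 arrays as replicates (n = 2). The RNAs of the genotype comparison also came from different mouse lines, and those of the treatment comparison differed in exposure to TAM. On both arrays only the Sox9-deleted RNA had both Cre and TAM, so an effect of active Cre cannot be told apart from loss of Sox9. Cy5 held the Sox9-expressing RNA on both arrays, so a bias of a gene toward one dye cannot be told apart from a response to Sox9. The authors deposited the brightness of each spot as read by the scanner software, and a table of their processed log2 ratios. From the brightness, log2 ratios were computed after background correction and loess normalization within each array, and each probe's mean was tested against 0 with limma, with Benjamini-Hochberg adjustment over the probes tested. Log2 ratios of dim probes are understated, since a constant of 50 is added to every brightness after background correction. Of 41174 probes, the 22731 that were well above background in the same dye on both arrays were tested. At an adjusted p under 0.05, limma called 2 probes, 0 higher and 2 lower with Sox9, and at an unadjusted p under 0.05 it called 3990 probes, of which 2160 were higher. The methods' t-test called 0 probes after the same adjustment and 1930 without it. The count after adjustment moved most with median centring in place of loess, which gave 522 probes, 491 of them higher. With median centring limma gave all probes 1 shared spread (SD 0.385) and no weight to a probe's own. The small p-values of that alternative rest on this shared spread. At least a 2-fold change in the same direction on both arrays was found for 95 probes, 66 higher and 29 lower with Sox9. On the scanner software's own processed signals this count was 600. Across the tested probes, which are not independent replicates, the log2 ratios of the 2 arrays had a Pearson correlation of 0.45 and a Spearman correlation of 0.46.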

Given the roles of Sox9 in development and cancer we sought to identify a Sox9-dependent transcriptome. Expression profiling of Sox9 deficient epithelial cells derived from prostaspheres (Table S2,S3) uncovered Sox9-dependent expression of multiple cytokeratins including Krt5 and Krt14, two established cytokeratin markers of basal subtypes of prostate epithelial cells. 

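Sox9 itself was measured by 3 probes on chromosome 11, in the array annotation's coordinates, for which the files name no genome build. The brightest probe (112647008 to 112647067) had a log2 ratio of 2.69 in the genotype comparison and 2.37 in the treatment comparison, a mean of 2.53 ± 0.23 (SD, n = 2, limma adjusted p = 0.0591). A second probe (112644310 to 112645162) had a mean of 1.22 ± 0.07. The third and most distal probe (112648809 to 112648868) went the other way, with a mean of -1.11 ± 0.16. It was not well above background in the wild-type cells. With the 3 probes, which thus disagreed in sign, averaged, the log2 ratio of Sox9 was 0.88. Krt5 (chromosome 15) had a log2 ratio of 2.13 in the genotype comparison and 1.91 in the treatment comparison, a mean of 2.02 ± 0.15 (SD, n = 2, limma adjusted p = 0.0591). For Krt14 (chromosome 11) these were 2.07 and 1.86, a mean of 1.96 ± 0.15 with the same limma adjusted p. The mean of each of Sox9, Krt5 and Krt14 was larger than its spread between arrays. Over the alternatives the limma adjusted p of Krt5 lay between 4.5e-18 with median centring and 0.289 with the arrays scaled to 1 spread, while the methods' t-test gave 0.585 after adjustment. With median centring limma used 1 shared spread for all probes, so 4.5e-18 does not measure the spread of Krt5. Each of Krt5 and Krt14 had 1 probe on the array. Krt10 was higher as well, at 1.96 ± 0.26 on its brightest probe and 2.46 on its other probe, as were Krt6b at 1.22 ± 0.08 and Krt15 at 1.07 ± 0.04, whereas Krt23 was lower, at -2.17 ± 0.85. Of the 20 genes of Table S2, 19 were found on the array by name or synonym, and all 19 were higher with Sox9 on both arrays (median log2 ratio 1.96, 17 of them at least 2-fold on both). Bbox1 of Table S2 was not well above background in Cy3 on either array, so its size of change is uncertain, with log2 ratios of 0.57 in the genotype comparison and 1.86 in the treatment comparison. Of the 20 genes of Table S3, 19 were found, and all 19 were lower on both arrays (median -1.18, 11 of them at least 2-fold on both). Adjusted over the list alone, 19 and 19 genes passed 0.05, against 0 and 2 over all probes, but the study chose both lists on these arrays, so the first counts are not independent evidence. The 2 genes past the threshold were Prl2c5, at -4.06 ± 0.12, and Prl2c3, at -3.77 ± 0.14 (limma adjusted p = 0.0339 for each). From the profiling behind Tables S2 and S3 the paper states that several cytokeratins, Krt5 and Krt14 among them, depend on Sox9, and it reports RT-PCR of gene expression separately. Its discussion reasons from the part that cytokeratins play in telling epithelial subtypes apart to a role of Sox9 in keeping the lineage.

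**Figure D1:**
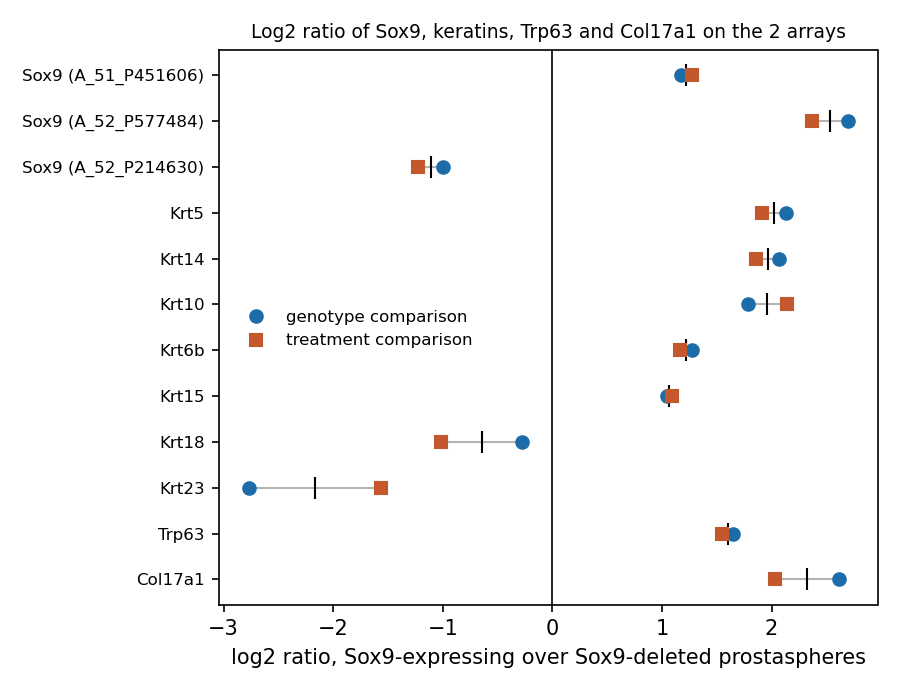
Log2 ratio (x axis, Sox9-expressing over Sox9-deleted prostaspheres) of the 3 Sox9 probes and of the brightest probe of each gene named on the y axis. Circles are the genotype comparison, squares the treatment comparison and vertical ticks their mean; 1 Sox9 probe, Krt18 and Krt23 lie left of 0 on both arrays.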

Gene expression was confirmed by RT-PCR. Interestingly, Nkx3.1 was not down-regulated upon Sox9 deletion which, along with the absence of a Sox9 consensus DNA binding site in the Nkx3.1 promoter, suggests indirect regulation of Nkx3.1 by Sox9.

In addition, we found Sox9 dependent induction of Col17a1 (5.2 fold) which has been shown previously to be involved in cellular adhesion and orientation. 

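Col17a1 (chromosome 19) was 5.02-fold higher with Sox9, a mean log2 ratio of 2.33 ± 0.41 (SD, n = 2, limma adjusted p = 0.0833), with 2.62 in the genotype comparison and 2.03 in the treatment comparison. Its second probe was also higher on both arrays, at 1.73 and 1.49. The adjusted p over the alternatives ranged from 4.3e-20 with median centring, where all probes shared 1 spread, to 0.594 with the methods' t-test. It was under 0.05 with median centring and on the authors' processed values.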

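Table S4 lists genes of 4 annotated themes as up or down, and its columns were compared with the log2 ratios of the same genes. Of the tested genes listed up for cellular polarity, 27 of 29 were higher with Sox9 on both arrays (median log2 ratio 0.37), and of those listed down, 35 of 43 were lower on both (median -0.32). For adherens junction the numbers were 19 of 29 (median 0.17) and 20 of 33 (median -0.10). For hematopoietic stem cell they were 44 of 54 (median 0.29), over the part of the list that the supplementary table prints, and 31 of 40 (median -0.24). For pancreatic cancer they were 19 of 31 (median 0.13) and 20 of 35 (median -0.09). The columns thus follow the direction of Sox9-expressing over Sox9-deleted RNA, and since the study sorted the genes on these arrays the counts are not independent evidence. With median centring, which moved the median of all tested probes in the treatment comparison to 0.38, the medians of the genes listed down for adherens junction and pancreatic cancer became positive, at 0.17 each. Genes changed at least 2-fold on both arrays numbered 1 of 72 for cellular polarity, 1 of 62 for adherens junction, 2 of 94 for hematopoietic stem cell and 0 of 66 for pancreatic cancer.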

Coinciding with this, via analysis of functional annotation, we identified enrichment of molecular themes modulated by Sox9 including those for cell adhesion/polarity and stem cell pathways (Table S4).

## DISCUSSION

Sox9 is highly induced during androgen-driven organogenesis of the prostate, with increased Sox9 expression seen prior to induction of Nkx3.1, the earliest known marker of prostate differentiation. Sox9 plays a critical role in the earliest inductive phase of prostate organogenesis. In contrast, Sox9 is not required for glandular maintenance during hormonal (androgen) cycling when contact with its stromal microenvironment is preserved. During prostasphere regeneration, where epithelial cells lack stromal cues, Sox9 is essential for epithelial regeneration from prostaspheres. Lastly, the abrogation of Sox9 from adult prostate tissue in two genetic models of prostate cancer results in a complete block of carcinogenesis. Together, these data suggest a conserved role for Sox9 in maintaining the identity/lineage of a prostate epithelial cell throughout different phases of both physiologic and pathologic growth.

### Androgen induces Sox9 in UGS via mesenchymal-dependent FGF signaling

Prostate development is androgen dependent with the initial androgenic effects occurring through mesenchymal androgen receptor signaling. Paracrine signaling by FGFs and other growth factors induce prostate epithelial cell lineage and bud outgrowth, ductal branching, and prostatic differentiation[23]. Our results indicate that Sox9 is essential in the early phase of this mesenchymal–epithelial interaction during prostate organgenesis. We observe UGM dependent induction of Sox9 in the UGE through epithelial FGFR–MEK-ERK activation. 

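Myc (chromosome 15) had a log2 ratio of -0.22 ± 0.06 (SD, n = 2, limma adjusted p = 0.274), and each of its 3 probes was slightly lower with Sox9 on both arrays. With median centring its mean became 0.12. Fos (chromosome 12) had 1 probe, with a log2 ratio of 0.07 ± 0.11 (SD, n = 2, limma adjusted p = 0.677), within the spread between arrays. A list of 16 output genes of Erk1/2 signaling, chosen from general knowledge, had 15 genes on the array and 14 tested. Of these, 8 were lower and 4 higher with Sox9 on both arrays, with a median log2 ratio of -0.17 that lay at percentile 0.19 of 10000 random lists matched on intensity, and that became 0.14 with median centring. Changes of at least 2-fold on both arrays were found for 0 of the 14. Table S4 or the other tables of the study hold 4 of the 15 genes. Both arrays compare RNA with and without Sox9, so these values describe what changes along with Sox9. They do not test the paper's proposal that such outputs act between Erk1/2 and Sox9.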

The precise mechanisms downstream of Erk1/2 that induce Sox9 in the prostate are not known but our expression analysis (Tables S2-4) suggests that several canonical Erk1/2 output signals including myc and fos may play a role. In other systems, including murine intestinal development, Sox9 has been reported to be regulated by alternate signaling cascades including the Wnt pathway[24]. We have generated catenin null prostates which are deficient in canonical Wnt signaling and have not observed Wnt dependent expression of Sox9 (B.Simons personal communication). Thus in prostate development, the initial androgen induction of Sox9 is through Fgf2 signaling, a growth factor also overexpressed in prostate cancer [25, 26].

### Sox9 expression in UGS is required for the initiation of prostate development

During initial molecular phases of prostate development, Sox9 expression precedes that of Nkx3.1, suggesting that studies utilizing Nkx3.1-driven Cre deletion of Sox9 may have underestimated the early role of Sox9 in prostate organogenesis[9]. Indeed, when Sox9 is deleted prior to androgen exposure, UGS tissue fails to develop along the prostate lineage. Once physiologic exposure to androgen occurs, the absolute requirement for Sox9 is abated, suggesting that Sox9 is crucial for the initiation UGE/prostate epithelial lineage. In support of this, Sox9 does not significantly affect graft size in the mature prostate during androgenic cycling. Interestingly, Nkx3.1 expression is absent after 4 rounds of androgenic cycling and this may suggest a more subtle role for Sox9 in maintaining gland identity when prostate epithelial cells are in contact with their normal mesenchymal/stromal microenvirnment.

When prostate epithelial cells are isolated from the stromal microenvironment, they are critically dependent on Sox9 for prostatic epithelial stem/progenitor cell pool maintenance as seen by an inability of Sox9 deleted cells to form and self renew prostaspheres. Recent work has demonstrated that Sox9 marks adult stem cell populations in several organs of endodermal origin (i.e., liver, pancreas, and intestine)[7], and also contributes to the self-renewal and repair of these organs. We provide evidence that Sox9 plays a similar role in the endodermally derived prostate epithelial cell. Thus in the absence of the normal prostate microenvironment, Sox9 is required for prostate epithelial cell maintenance. Also these data further support the hypothesis that the stromal microenvironment plays a key role in maintaining self renewing stem cell niches[27, 28] and suggests that when this microenvironment is altered (for example, through the loss or alteration of mesenchymal signals by oncogenic factors), stem cells may become more dependent on pathways allowing for cell autologous growth[28]. Such a hypothesis may explain the necessity for Sox9 in cancer formation and its dispensability in normal tissue maintenance.

### Sox9 is required for the initiation of prostate carcinogenesis in two genetic models of the disease

In the TRAMP model, which recapitulates multiple phases of prostate cancer, we found Sox9 expression highest in mPIN lesions a finding that parallels our previous observation in human prostate lesions. When Sox9 is deleted from TRAMP prostate grafts before mPIN formation, mPIN/tumors do not form; this is in contradistinction to Sox9-heterozygous TRAMP grafts, which develop invasive cancers. Consistent with this requirement for Sox9 during cancer initiation, deletion of Sox9 after the mPIN stage did not prevent TRAMP grafts from developing into aggressive tumors. Sox9 is also required for cancer initiation in the Hi-Myc prostate cancer model. This block in carcinogenesis suggests the possibility that Sox9 maintains a prostate epithelial lineage that is responsive to additional oncogenic stimuli and thereby allows for the initiation of prostate carcinogenesis.

One key feature of prostate epithelial lineage is the expression of different cytokeratins by different epithelial sub-types. Expression profiling demonstrates dramatic Sox9 regulation of cytokeratins Ck5 and Ck14 two markers of basal epithelial cells in the prostate, supporting a role for Sox9 in maintaining prostate epithelial lineage. In addition, gene expression based pathway enrichment analysis identified Sox9 as modulating cell polarity and adherence. 

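Other basal markers went the same way as these cytokeratins. The gene of p63, Trp63, had a log2 ratio of 1.60 ± 0.07 (SD, n = 2, limma adjusted p = 0.0591) on its brightest probe, and a second tested probe gave 0.52. Of 11 basal genes listed from general knowledge, 10 were higher with Sox9 on both arrays and 5 of them at least 2-fold on both, with a median of 1.15 in the genotype comparison and 0.57 in the treatment comparison. The median of the 2 arrays' means, 0.82, lay at percentile 100.0 of 10000 random lists matched on intensity. Of 10 tested luminal genes, 6 were lower and 3 higher on both arrays, with a median of -0.28 that became 0.22 with median centring. Krt18, the luminal cytokeratin that the paper stains, had a log2 ratio of -0.65 ± 0.52 (SD, n = 2, limma adjusted p = 0.25). Of 17 tested genes of suprabasal and squamous epithelium, 12 were higher on both arrays, with a median of 0.78. The tables of the study hold 3 of the 11 basal, 3 of the 11 luminal and 3 of the 20 suprabasal and squamous genes on the array.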

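The 72 tested genes of cellular polarity in Table S4 had a median log2 ratio of -0.05, and the 62 of adherens junction one of -0.01. Each of these sets joins genes listed in the paper as up with genes listed as down, so a test for a shift in one direction cancels by construction and says nothing on whether they changed. When either direction counts, the adjusted p of fry was 0.0698 for cellular polarity and 0.0636 for adherens junction. Over the alternatives the first ranged from 0.0497 to 0.35 and the second from 0.0162 to 0.35. Both were 0.0497 without background subtraction, and that of adherens junction was also under 0.05 with no filter on dim probes (0.0388) and with the mean over all probes of a gene (0.0162). The genes were listed in the paper by their change on these same arrays, so these values are no independent test of a change.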

Col17a1 is a novel Sox9 target that has an established role in cellular adhesion and polarity in the skin[29]. Its role in the prostate remains to be fully unraveled, but its potential role in prostate epithelial adhesion and orientation are intriguing.

Prior work suggests Sox9 plays a role in prostate cancer progression[30]. However, abrogation of cancer initiation in two models of prostate cancer with Sox9 loss suggests another key role for Sox9 in prostrate carcinogenesis. In fact, it is in these PIN lesions in both mice and humans that Sox9 expression is highest. How Sox9 expression allows for pathway deregulation in the transition to human prostate cancer remains unclear and is an active focus of our current research.

In summary, Sox9 is an essential transcription factor for the initiation of prostate organogenesis and carcinogenesis. Expression profiling of Sox9-null prostate epithelial cells reveals a role for Sox9 in the regulation of prostate epithelial identity through its regulation of multiple cytokeratins and/or calcium-related proteins. This work defines a novel permissive role for Sox9 in cancer initiation and suggests that manipulation of Sox9 targets in at-risk men may prove useful in the chemoprevention of prostate cancer.

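The array holds 44 genes with a cytokeratin symbol, of which 25 were tested, and 14 were higher and 7 lower with Sox9 on both arrays. At least a 2-fold change on both arrays was found for 6, Krt5, Krt14, Krt10, Krt6b and Krt15, which were higher, and Krt23, which was lower. The median log2 ratio of the 25 was 0.14, at percentile 99.9 of 10000 random lists matched on intensity. It was 0.05 at percentile 89.4 in the genotype comparison and 0.38 at percentile 100.0 in the treatment comparison. Camera gave an adjusted p of 0.0092 for a shift up, which does not hold under fry, with an adjusted p of 0.195. When either direction counts, fry gave an adjusted p of 0.0492, with a range of 0.00176 on the authors' processed values to 0.332 with median centring over the alternatives. Across the alternatives the adjusted p of camera ranged from 1.9e-11 with median centring to 0.179 with the intensity trend. After adjustment over the list alone 12 of the 25 passed 0.05, and over all probes 0. In Fisher's exact test, which was chosen after the values were seen, cytokeratins were over-represented among the 81 genes changed at least 2-fold on both arrays of 15131 tested (6 of 25, odds ratio 63.3, two-sided p = 3.2e-09, adjusted p = 1.9e-08 over 6 such tests). The exact test takes genes, not arrays, as its units. The paper drew its claim on cytokeratins from these same arrays, so the set tests and the exact test are no independent evidence for it. Calcium-related genes were taken as those whose description holds the word calcium or whose symbol starts with S100, since the paper's text gives no definition. Of 146 such genes 87 were tested, with a median of -0.01 at percentile 24.9 and an adjusted p of 0.735 under camera and 0.845 under fry. The arrays differed, with a median of -0.07 at percentile 0.35 in the genotype comparison and 0.06 at percentile 95.3 in the treatment comparison. With 26 higher and 30 lower on both arrays the set went both ways, and when either direction counts the adjusted p of fry was 0.0698, with a range of 0.0497 without background subtraction to 0.35 with median centring over the alternatives. Adjusted over the list alone 0 of them passed 0.05, and 16 had an unadjusted p under 0.05. The 1 calcium-related gene changed at least 2-fold on both arrays was S100g, with a log2 ratio of 3.31 ± 1.11 (SD, n = 2, limma adjusted p = 0.108), the highest mean of all genes changed in that way, and in the exact test the adjusted p of these genes was 0.44.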

## MATERIALS AND METHODS

### Mouse strains

C57BL/6, CB17 SCID/SCID, Rosa26ERCre, and Transgenic Adeno-carcinoma of the Mouse Prostate (TRAMP) mice were purchased from The Jackson Laboratory. Hi-Myc and Probasin-Cre4 mice were purchased from the NCI Mouse Repository at Frederick. All procedures were reviewed and approved by the Animal Care and Use Committee at Johns Hopkins University.

### Primary cell isolation and culture

Urogenital sinus epithelium (UGE) and mesenchyme (UGM) were isolated from urogenital sinus (UGS) of C57BL/6 murine embryos as described[11].

### Plasmid construction and virus production

Retroviral constructs Rasv12 (Ca-Rasv12), MEK (Ca-MEK) and Akt (Ca-Akt) were provided by Dr. Lodish (Massachusetts Institute of Technology). Retroviral particles were made and used as previously described[31].

### RNA preparation and quality assessment

Total RNA was isolated using the RNeasy kits from Qiagen[32]. Reverse transcription (GE Healthcare) and Quantitative reverse transcription-polymerase chain reaction was performed with SYBR Green.

### Organ culture

UGS from male and female fetuses were prepared [33] and cultured on 0.45 μM Millicell CM filters (Millipore Corp, Bedford,MA) in organ culture media (Supplemental methods).

### Prostasphere assay in matrigel or in suspension

Adult prostate tissues were isolated, minced and incubated in collagenase(1mg/ml) and DNase(1mg/ml). Cells were washed, cultured overnight and isolated into single cells and passed in Matrigel as described[34, 35]. Viability was assayed with Calcein AM dye (Invitrogen).

### Western blot assay

Treated cells or organs were harvested with ice-cold radioimmunoprecipitation assay (RIPA) buffer and analyzed by Western blot as described[36].

### Immunohistochemistry and immunofluorescence

Immunohistochemistry and Immunofluorescence was performed on sections of paraffin-embedded tissues as described[1]. Antibodies listed in Supplemental Table 1.

### Tamoxifen (TAM) and Dihydrotestosterone (DHT) administration

1 g TAM was dissolved in 2 ml ethanol and 18 ml peanut oil to reach a concentration of 5 mg/100 μl. TAM was orally given 5 mg/mice daily. DHT administration was carried out similarly (Dose 1.5 mg/mice /day).

### Renal grafts

Renal grafting of UGS, Prostaspheres and adult prostate tissue were performed under kidney capsule as described[34].

### Microarray Hybridization

Sox9 deficient epithelial cells were generated as above (*Prostasphere assay*). Total RNA was analyzed using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA samples were amplified, labeled, and hybridized to whole Mouse[1] microarrays, (Agilent Technologies). Data was processed as described[1], and functional themes were obtained from Gene Ontology, KEGG and msigDb [37]. Gene expression data is available from Gene Expression Omnibus (GSE35419).

### Statistical Analysis

Results are shown as mean and standard deviations. Comparisons were made with Student's t-test (two tailed, paired). P values of <0.05 were considered statistically significant.

## Supplementary Figures and Tables

How the deposited data were processed for this re-analysis (not part of the article)

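Gene expression was measured in prostaspheres on 2 arrays of 1 slide, each with 2 RNAs. RNA from cells that express Sox9 was labeled with Cy5 on both arrays: wild-type cells treated with TAM in the genotype comparison, and ER-Sox9flox/flox cells treated with vehicle in the treatment comparison. RNA from ER-Sox9flox/flox cells treated with TAM, in which Sox9 is deleted, was labeled with Cy3 on both. Titles, genotypes, treatments and dyes of the deposited labels were used to assign the RNAs. The genotype label is the same for both RNAs of the treatment comparison, so there the treatment tells them apart. The source names, which call the Cy5 RNA of each array SOX9 and the Cy3 RNA control, were not used. Read as the deleted gene they would turn the sign of every log2 ratio. Under the assignment used, 2 of the 3 Sox9 probes were higher in Sox9-expressing RNA on both arrays and 1 was lower. The files of both arrays come from 1 scan, and no array has the dyes swapped.

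Several kinds of values were deposited. The authors' scanner software, Agilent Feature Extraction, gave the mean intensity of each spot and the median intensity of its local background in each channel, without correction. From these, per the file headers, the software made processed intensities by subtracting background, correcting trends across the array and normalizing the dyes, with surrogate values for spots at background, and it deposited the log10 ratio of Cy5 over Cy3 of the processed intensities. The authors also deposited a table of processed values, which the values show to be log2 ratios of Cy5 over Cy3: on spots with processed intensity above 500 in both channels its slope on the log10 ratios was 3.12 and 3.14 on the 2 arrays, with correlations of 0.983 and 0.987 across spots, which are not independent replicates. The paper's methods refer to an earlier article for how the data were processed, so the steps behind that table are not known here.

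From the mean intensities and local backgrounds, the background was corrected with the normexp method of limma 3.58.1 (R 4.3.3) and an offset of 50, control spots were then left out, and loess normalization was done within each array. Of 45018 spots on each array, 1639 were control spots. Spots that the software marked as outliers (126 and 130) were left out, and spots of a probe were averaged, which gave 41174 probes. Probes were tested where they were well above background, by the software's mark on most of their spots, in Cy5 on both arrays or in Cy3 on both arrays, which left 22731. The mean log2 ratio of each probe over the 2 arrays was tested against 0 with limma's lmFit and eBayes, 2-sided, with Benjamini-Hochberg adjustment over the tested probes. Both arrays count as 1 replicate each, so 1 residual degree of freedom is left, and the spread of a probe rests mainly on the spread shared by all probes (prior degrees of freedom 2.8, prior SD 0.119). With median centring the prior degrees of freedom were infinite (prior SD 0.385), so a probe's own spread had no part in its p-value. A second rule, with no test, took probes with a log2 ratio of at least 1 in the same direction on each array. A gene was read from its brightest probe over both arrays. Other steps used data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

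For a probe not well above background on both arrays in one class of RNA, the size of the change is uncertain. In Cy5, 22197 probes (53.9%) of the genotype comparison and 23083 (56.1%) of the treatment comparison were well above background, and in Cy3 22714 (55.2%) and 23153 (56.2%). The number of spots marked as saturated was 0 on each array. Over 167 tested probes with replicate spots, the median SD of the log2 ratio between spots of an array was 0.0362 and 0.0429, which does not include the spread between cultures. The number of arrays limits the precision.

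The code was tested on simulated data, in which 200 of 22731 probes were changed by known amounts on both arrays. limma called 87 of the changed and 7 of the unchanged probes at an adjusted p under 0.05, and 5.18% of the unchanged probes had an unadjusted p under 0.05. Of 100 probes made 4-fold different, 80 passed the 2-fold rule on both arrays. The offset of 50 shrinks the log2 ratios of dim probes: probes with a brightness of up to 300, when made 2 higher on the log2 scale, were recovered at 1.49, and when made 2 lower at -1.03, against 1.98 and -1.89 for brighter probes. With an offset of 10 the dim probes were recovered at 1.86 and -1.72. The log2 ratios of dim probes are therefore understated.

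The genes named are, by a rule written before the data were examined, every gene that the paper names from the profiling, the 20 genes each of Tables S2 and S3, every cytokeratin past the 2-fold rule, markers that the paper stains, among them Krt18 and Trp63, and the 5 highest and 5 lowest genes past the 2-fold rule. The design, the alternatives and the lists of basal, luminal, suprabasal and squamous, stromal, immune, proliferation, sex-linked, xenobiotic, estrogen-response, Erk1/2 output, known Sox9 target and housekeeping genes were also fixed before the data were examined. Lists of skeletal muscle and interferon-response genes were added after some members' values had been seen, and each was split into the genes seen and the genes not yet seen. All lists come from general knowledge. Symbols of the paper were matched to the names on the array and, through a table of synonyms, to older names, with 19 of 20 genes of each of Tables S2 and S3 found. For each list, the percentile of the median among 10000 random lists of the same size, drawn within 10 bins of mean intensity, describes these arrays and is no test over replicates. Cytokeratins, calcium-related genes and the adherens junction and cellular polarity genes of Table S4 were tested as 4 sets with camera (preset correlation 0.01) and fry of limma on 1 probe per gene, with Benjamini-Hochberg adjustment over the 4 sets. The stem cell theme was not tested as a set because its list is incomplete in the supplementary table.

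The alternatives were no background subtraction, an offset of 10, the scanner software's processed signals, median centring in place of loess, scaling between arrays, no filter on dim probes, a filter for probes well above background in both channels on both arrays, the authors' processed values, the methods' t-test (the paper names Student's t-test, 2-tailed and paired, for its comparisons, which on 2 ratios is a test of their mean against 0), an intensity trend in eBayes, the mean over all probes of a gene, and each array left out. An over-representation test of cytokeratins and calcium-related genes was added after the values had been seen, and so was the probe nearest to the paper's fold on the authors' values, for 4 genes. A p-value is not given for single arrays, since 1 array has no replicate. Splits of the samples into other groups were not counted, since there are only 2 arrays. RT-PCR, staining, graft and other experiments of the paper have no data here and were not analysed.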

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

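The 3 tests of the most distal Sox9 probe, the test of the skeletal muscle genes as a response to Sox9 loss and the test of other probes of the changed genes were chosen only after the result was seen. The comparison of the 2 arrays with each other was not tested, since each is a single array.

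Among the genes with the largest changes, 4 are outside Tables S2 and S3 and are not discussed in the paper. Stfa1 was higher with Sox9 (log2 ratio 2.67, limma adjusted p = 0.0925), and Bcl2l15 (-2.67, limma adjusted p = 0.107), Saa3 (-2.21, limma adjusted p = 0.0883) and Krt23 (-2.17, limma adjusted p = 0.13) were lower. Each was past the 2-fold rule on both arrays, well above background in all 4 RNAs and measured by 1 probe, and none passed an adjusted p of 0.05. A response to TAM alone is argued against by the genotype comparison, in which both RNAs had TAM and the log2 ratios were 2.18, -3.26, -2.56 and -2.77. A bias of the probes toward one dye cannot be told apart from a response to Sox9, since the number of arrays with swapped dyes is 0. Other probes of the genes changed in the same way were used as an indirect check: of 36 other probes of such genes, 34 moved in the same direction on both arrays as the probe that passed, which argues against a bias tied to single probes as the general cause, though these 4 genes have no other probe. A response to Sox9, or to TAM acting through Cre, remains open for them as a hypothesis.

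The most distal of the 3 Sox9 probes was lower in Sox9-expressing RNA on both arrays, with a mean log2 ratio of -1.11, while the 2 other probes were higher. The paper does not report on single probes. Its log2 ratio was -0.997 in the genotype comparison (SD 0.0352 over 8 spots) and -1.22 in the treatment comparison (SD 0.0402 over 6 spots). In the genotype comparison the probe was not well above background in wild-type RNA (brightness 62.9, where negative control spots had 63.3), whereas it was in Sox9-deleted RNA (122.6, against 23.8). Swapped or mislabeled channels of an array are argued against by the 2 other Sox9 probes, for which the lowest log2 ratio on any array was 1.18. A sequence variant of the floxed strain, as the whole cause, is argued against by the value of -1.22 between 2 RNAs of that strain. A transcript that the recombined allele still makes downstream of the deleted part is a candidate explanation that stays open. It was proposed from the log2 ratio of -0.997, taken against a wild-type channel at background, so that value does not test it. The vehicle-treated ER-Sox9flox/flox RNA had a brightness of 89.6, well above background. A dye bias of this probe, alone or with a sequence variant, stays open with 0 arrays of swapped dyes, and no sequence of the recombined allele was analysed.

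At least 2-fold lower in the genotype comparison and at least 2-fold higher in the treatment comparison were 18 probes, and 0 went the other way. The count depended on the processing. It was 15 with the filter for both channels, 50 on the authors' processed values and 112 on the scanner software's processed signals, where 1 went the other way. Skeletal muscle genes were noticed among the 18 probes. The 15 muscle genes noticed had medians of -1.06 and 1.92, and the 20 muscle genes listed before their values were seen, of which 14 were tested, had a median of -0.60 in the genotype comparison and 1.12 in the treatment comparison, at percentiles 0.0 and 100.0 of 10000 random lists. The second median exceeds the first by 1.72, and the signs held under each alternative of scaling, background and filter. A response to Sox9 loss predicts the same direction on both arrays, which is argued against by 13 of the 14 genes going opposite ways. The median of -0.60 in genes not seen beforehand fits a presence of skeletal muscle cells in some of the cultures. There would be more of them in the vehicle-treated ER-Sox9flox/flox cells than in the TAM-treated ones, and fewer in the wild-type cells. Well above background in wild-type RNA were 8 of the 14 genes, and 14 of the 14 in vehicle-treated RNA, and the 3 brightest had a brightness of 154 to 1158 in the first and 477 to 2107 in the second. Of these 20 genes, 1 is also among the calcium-related genes and 1 is in the tables of the paper. How many of them prostaspheres express by themselves is not known here, so an effect of strain and of TAM on the cultures stays open as a biological explanation, which was not tested.

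The stromal list went the same way: its median was -0.58 in the genotype comparison and 0.55 in the treatment comparison, a difference of 1.12, and 12 of its 14 genes had opposite directions. The 2 medians had opposite signs under each alternative of scaling, background and filter, with treatment medians of 0.40 to 1.16. The 3 brightest stromal genes had a brightness of 7674 to 15040 in wild-type RNA and 17320 to 48560 in vehicle-treated ER-Sox9flox/flox RNA, both in Cy5. A difference in stromal cells between the cultures may account for this pattern, as may a response of the cultures to strain or TAM. As a source of the higher cytokeratins it is argued against by the opposite directions of 12 of the 14 stromal genes, since the cytokeratins rose on both arrays.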

How the results depend on the processing

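The test of over-representation of cytokeratins and calcium-related genes and the reading of the probe nearest to the paper's fold were chosen only after the result was seen; the other alternatives were set beforehand. The cause of the changes below was not tested, except where the alternative itself gives it. No paired analysis was possible because each array already gives 1 log2 ratio of 2 RNAs, so no pairs are left to block on, and both arrays are on 1 slide, so no slide block was run. The mean over all probes of a gene gives no count of probes, tests that move no value were given none for lists or for the 2-fold count, and a single array gives no p-value.

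The log2 ratios of Sox9, Krt5, Krt14 and Col17a1 stayed positive under each alternative. Their adjusted p fell under 0.05 with median centring (2.80, 2.59, 2.55 and 2.73) and on the authors' processed values (2.87, 2.04, 1.98 and 2.34). With no filter on dim probes this held for Sox9 (2.53), Krt5 (2.02) and Krt14 (1.96), and with the intensity trend for Sox9 (2.53) and Krt5 (2.02). On the probe nearest to the paper's fold, chosen after the values were seen, Sox9 was 1.85 on the authors' values, with an adjusted p of 0.0422. The adjusted p of Sox9 ranged from 3.4e-21 with median centring, where all probes shared 1 spread, to 0.585 with the methods' t-test. With one array left out the ranges were 2.37 to 2.69 for Sox9, 1.91 to 2.13 for Krt5, 1.86 to 2.07 for Krt14 and 2.03 to 2.62 for Col17a1. Over the 47 other named genes there were 609 values under alternatives. Of these, 543 kept their side of the threshold where tested, and their direction apart from Fos (-0.0017 in the genotype comparison alone), 12 lost the adjusted threshold (6 each for Prl2c3 and Prl2c5), 53 gained it, and 1 reversed, Myc with median centring (0.12).

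At an adjusted p under 0.05, limma called 0 probes without background subtraction, 0 with an offset of 10, 0 on the scanner software's processed signals, 0 with scaling between arrays, 12 with the intensity trend, 21 with no filter on dim probes, 68 on the authors' processed values and 522 with median centring, and the methods' t-test called 0. At an unadjusted p under 0.05 these counts were 4331, 3509, 3694, 3487, 3880, 5705, 4318 and 2432, and 1930 for the methods' t-test. Of the calls without adjustment 94.0% were higher with Sox9 under median centring, against 54.1% under loess. Median centring leaves a median log2 ratio of 0.38 in the treatment comparison, and under it limma gave all probes 1 shared spread. Past the 2-fold rule on both arrays were 148 probes without background subtraction, 147 on the authors' values and 600 on the software's processed signals, which hold surrogate values for dim spots, with 48.3% of the 600 higher against 69.5% of the 95, and 91.8% of 122 with median centring. On a single array the rule asks for 1 change only, and 298 and 382 probes passed.

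The median of Table S2 was 2.65 on the software's processed signals and 2.34 with median centring, and 1.89 to 2.04 on single arrays. That of Table S3 was -1.31 without background subtraction, -1.27 with an offset of 10, -1.95 on the software's processed signals, -0.83 with median centring and -1.33 on the authors' values, and -1.27 to -1.20 on single arrays. The cytokeratins stayed above 0 but their adjusted p under camera rose above 0.05 on the software's processed signals (median 0.45), with scaling between arrays (0.10), with no filter on dim probes (0.0147) and with the intensity trend (0.14), over a range of 1.9e-11 to 0.179, and their median was 0.0488 to 0.38 on single arrays. Calcium-related genes reversed with median centring (0.13) and with no filter on dim probes (0.00067), and lay at -0.07 to 0.06 on single arrays. Adherens junction genes reversed with median centring (0.25) and scaling (0.000195), with 0.00037 to 0.0176 on single arrays, and cellular polarity genes with median centring (0.23), with -0.13 to -0.11 on single arrays. For these last 2 sets, which join genes listed as up and as down, a test in one direction cancels by construction, and camera's adjusted p of the calcium-related genes, which went both ways, was above 0.1 in each alternative, against 0.0497 to 0.35 under fry when either direction counts.

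Signal over background limits dim genes: 22731 of 41174 probes were tested, and lists with many dim members, such as the cytokeratins, moved when dim probes were kept.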

Differences from the paper's values

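Tables S2 and S3 of the paper give fold changes in a column headed as log2. Read as linear folds they match the values here, with a median distance, on the log2 scale, of 0.0411 for Table S2 and 0.0251 for Table S3 between the paper's value and the nearest probe of the same gene on the authors' processed values. Values are compared on the linear scale, and a value is called different where the larger is over 1.5 times the smaller and they lie further apart than the SD of the fold between the 2 arrays in that setting (for a single array, the SD over both). Of 19 genes of Table S2, 18 had a smaller fold here than in the paper, and of 19 of Table S3, 17.

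For Krt10 the paper's reported fold is 10.4317 and the value here is 3.89, and each of the alternatives set before the data were examined also differs from it. It is no longer different on its other probe on the authors' processed values (9.98), a setting chosen after seeing the values as the probe nearest to the paper's fold. On the nearest probe chosen in the same way after seeing the values, Mia1 (6.17), Sox9 (3.59) and Prl2c5 (10.38) are no longer different either. For Mia1 the paper's fold is 6.37312 and the value here 3.81. Among the alternatives set beforehand it is no longer different without background subtraction (5.17), with an offset of 10 (4.87), on the scanner software's processed signals (7.20), with median centring (4.47) and on the authors' processed values (5.14), and it differs under the others. For Sox9 the paper's fold is 3.67591 and the value here 5.78. Among the alternatives set beforehand it is no longer different with scaling between arrays (6.51, where the spread between arrays is 6.60) and in the treatment comparison alone (5.16), and it differs under the others. For 1200009O22Rik the paper's fold is 3.65431 and the value here 2.12, with Cy3 well above background on 1 of 2 arrays. It is no longer different without background subtraction (3.43), with an offset of 10 (3.16), with median centring (2.31), on the authors' processed values (3.55) and in the treatment comparison alone (3.00), and it differs under the others. For Prl2c5, which is lower with Sox9, the paper's fold is 10.8355 and the value here 16.7. Among the alternatives set beforehand it is no longer different with median centring (13.8), with scaling between arrays (18.8, where the spread is 24.3), with the mean over all probes of a gene (10.54) and in the genotype comparison alone (15.8), and it differs under the others.

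The paper gives p-values under 0.05 for all 20 genes of each table. Its text does not say which test gave them, so the counts here are no repeat of that test. Here limma's unadjusted p was under 0.05 for 19 of 19 and 19 of 19 genes, and its adjusted p for 0 and 2. The methods' t-test gave an unadjusted p under 0.05 for 6 and 4 genes. After adjustment, median centring called 19 and 8 genes, the authors' processed values 14 and 5, no filter on dim probes 6 and 2, the intensity trend 4 and 2, and the filter for both channels 0 and 2. The other alternatives called 0 and 0.

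The paper names calcium-related proteins beside cytokeratins as regulated by Sox9. Of 87 tested calcium-related genes, by the definition used here, 26 were higher and 30 lower with Sox9 on both arrays, and 1 was past the 2-fold rule.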

Other observations

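The test of other probes of the changed genes, the test of the neighbourhood of Sox9, the test of the spike-in probes, the tests of TAM and of Sox9 loss on the interferon-response genes and the exact test of over-representation were chosen only after the result was seen.

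Whether TAM itself, rather than the loss of Sox9, explains the changes was tested in the genotype comparison, where both RNAs had TAM. The 3 Cyp2b genes of Table S3 had a median log2 ratio of -2.46 there and -1.30 in the treatment comparison, and the xenobiotic list, of which 5 genes were tested, had -1.57 and -1.26 (3 of its 7 genes on the array are in the paper's tables). The lowest of Krt5, Krt14 and Col17a1 in the genotype comparison was 2.07. Both results argue against TAM itself as the cause of these changes. TAM acting through Cre cannot be told apart from loss of Sox9, since on each array only the Sox9-deleted RNA had both. An estrogen-response list of 7 tested genes had a median of 0.06, with 0.04 in the genotype comparison and 0.32 in the treatment comparison, at percentile 98.9 in the latter, and over the alternatives of scaling, background and filter its median over both arrays ran from -0.02 with scaling between arrays to 0.32 with median centring. An effect of TAM on these genes therefore stays open.

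Fewer basal cells in the Sox9-deleted prostaspheres would lower the markers of that cell type alike, if no other cells expressed them. Over 8 basal markers the mean log2 ratios ran from 0.57 to 2.02, a range of 1.45, against a largest SD between arrays of 0.77. Over all 11 tested genes of the basal list they ran from -0.12 to 2.33. The range over the 8 markers does not decide whether a loss of basal cells is the whole cause. An SD between arrays is not the spread to be expected of a range over 8 means. Some of these markers may also be expressed by other cells of the prostaspheres, and those would fall less, so a loss of basal cells stays open. A change in the state of the cells was not tested.

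Dye bias is a limit of the design. With 0 arrays of swapped dyes, changes in the same direction on both arrays cannot be told apart from a bias of the genes toward Cy5 or Cy3. A bias tied to single probes is argued against by the other probes of the 82 genes with any probe changed at least 2-fold on both arrays (81 genes when each is read from its brightest probe): 30 genes had others, and 34 of 36 such probes moved the same way on both arrays and 2 the opposite way, for Sox9 and Mid1 (the second chosen after its values were seen). Rn18s, also chosen after its values were seen, had a log2 ratio of 1.59 on its brightest probe, with 1.68 and 1.49 on the 2 arrays, and stayed positive under each alternative, from 1.18 to 2.21. Since Rn18s is a ribosomal RNA, the source of this ratio is not known here, and the housekeeping list of 10 genes had a median of 0.08, at percentile 80.0.

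Unequal sex of the mice that gave the 2 RNAs of an array was tested with Y-linked genes and Xist. The labels name embryos as the source, and the methods adult prostate tissue. None of the 4 Xist probes was well above background in any RNA. The 3 tested Y-linked genes had medians of 0.13 in the genotype comparison and -0.02 in the treatment comparison. The first is more than the median SD between spots of a probe, 0.0362, so a slight imbalance is not excluded, but a value of 0.13 argues against sex as a cause of 2-fold changes. With median centring the second median was 0.45, next to a shift of 0.38 for all probes.

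Probes that changed on 1 array only, by a log2 ratio of at least 1.5 against less than 0.4, numbered 24 in the genotype comparison and 27 in the treatment comparison. DNA of another strain around the floxed Sox9 locus could cause such changes in the first, and 0 of the 24 probes lay within 20 Mb of Sox9, against 3.04% of 22662 probes with a position (Fisher's exact test, two-sided p = 1.0), so it is argued against for these 24, though a share of this size would give less than 1 probe. One probe of Rps3a, chosen after its values were seen, had log2 ratios of 3.92 and 0.06. The second probe had 0.57 and 0.51, so it was neither near 0 nor raised in the genotype comparison alone. A sequence variant between the strains under the first probe may explain it, but the value of 0.57 does not decide this, and no sequence was analysed.

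Interferon-response genes were lower in wild-type RNA than in TAM-treated ER-Sox9flox/flox RNA. The 3 genes first noticed had medians of -1.68 and 0.03 in the 2 comparisons. The 18 others, listed before their values were seen, had a median of -0.50 in the genotype comparison, at percentile 0.0, and 0.19 in the treatment comparison, at percentile 98.4, and both signs held under each alternative of scaling, background and filter. An interferon response of the ER-Sox9flox/flox cells whatever their Sox9 would give the first value and a second one near 0. The median of -0.50 fits that reading and the second value departs from it, so strain and culture cannot be told apart as its source with 1 array for each comparison. TAM itself is argued against as the source of the first value, since both RNAs had TAM there and 17 of the 18 genes were lower in wild-type RNA. Loss of Sox9, or TAM acting through Cre, would lower the genes on both arrays, which is argued against as the whole cause by 14 of the 18 genes going opposite ways. For the second value TAM stays open. Of the 18 genes, 0 are on another list and 2 are in the paper's tables, and how many of them prostaspheres express otherwise is not known here.

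Spike-in ratios had slopes of 0.387 and 0.41 against their nominal values by the software, outside its range on both arrays. Of the 10 spike-in probes, 2 were well above background in both channels on each array, which is consistent with spike-ins too dim for the slope to describe the other probes.

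Other lists gave values that belong to no conclusion of the paper. Proliferation genes were higher with Sox9 on both arrays for 11 of 13, with a median of 0.61 (0.35 and 0.94) at percentile 100.0. Immune genes had a median of -0.41 over 6 tested genes (-0.52 in the genotype comparison and -0.19 in the treatment comparison). Over the alternatives of scaling, background and filter it ran from -0.63 on the software's processed signals to -0.17 with no filter on dim probes. Known Sox9 targets, of which 6 were tested and which include Sox9 itself, had a median of 0.29, which over the alternatives of scaling, background and filter ran from -0.01 with no filter on dim probes to 1.38 on the software's processed signals. Of the genes on these lists, 1 of 14, 0 of 10 and 2 of 11 are in the paper's tables. The suprabasal and squamous, basal, luminal and Erk1/2 lists are given with the results above.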
